A study of Mus musculus with 14 samples.

How the data were processed

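Gene expression was measured by RNA-seq in 12 libraries from mouse hind limb skeletal muscle, and protein binding to DNA was measured by ChIP-seq in 1 library with 1 control. Per the labels, the RNA came from wild-type (WT) and Myf6 knockout (KO) mice, with or without injury, which gives 4 groups of 3 libraries. The kind of injury and the time after it are not stated in the labels. Each RNA library carries a number and the letter L or R. The same 3 numbers occur with L among the uninjured and with R among the injured libraries of a genotype, and are read here as naming the animal. WT and KO animals have different numbers, so the genotypes cannot be told apart from any difference in litter or batch. Replicate numbers 1 to 3 come from the sample titles.

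RNA was extracted with Trizol and the TruSeq RNA v2 kit was used to make libraries of the total RNA, per the labels' protocols. The authors deposited 1 table for the uninjured and 1 for the injured libraries, each with 49585 genes and a value per library in RPM, that is reads assigned to a gene, scaled so that the genes of the table sum to 1000000 in each library. The aligner, the counting program, its treatment of strand and of reads with several matches, the genome build and the annotation are not stated in the file headers or the labels. Because strand use and the handling of shared reads are not stated, values of pseudogenes, of paralogs such as Myh6 and Myh7, of mitochondrial tRNAs and of antisense transcripts are uncertain. The deposited tables also hold the authors' log2 fold change with its standard error, a p-value and a q-value per gene, from a tool that the file headers do not name. Its sign is WT over KO: the sign matched the difference of mean RPM for all 331 genes with a q-value under 0.05 in the uninjured table and all 225 in the injured table.

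For ChIP-seq, chromatin was from primary myotubes, grown from adult muscle satellite cells, and was sheared by sonication and precipitated with a Flag antibody, per the labels' protocols. Peaks were called with MACS2 2.1.0.20140616, per the file headers, with a q cutoff of 0.05, 1 read kept per position, no fragment model and reads extended to 127 bp. The deposited peak list gives for each peak its position, the signal height at the summit, the fold enrichment over the local background, and −log10 of the p-value and q-value, per the file headers. These values are the authors' and are used here only to describe, rank and filter the peaks. The files name no genome build. Gene symbols are those of the deposited tables. A gene table of assembly GRCm38.p6 was used only for gene types and for which genes neighbour each other, and no coordinate was taken from it. Of the 49585 gene identifiers, 43749 were found with their version in a list of gene names and 49326 without regard to version.

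In RPM values a single read is worth the same for every gene of a library, so whole reads could be recovered from the size of 1 read. In each library 100% of the values that could be tested came out whole within 0.1 read. The recovered totals ranged from 1880087 to 49392472 reads. The depth sets a floor for detection, taken as 3 reads, of 0.0607 to 1.60 RPM. Intervals for shares of reads are 95% Wilson binomial intervals. They and the floors cover counting error only, since reads without molecular identifiers are not independent molecules.

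The test of each comparison was limma 3.58.1 (R 4.3.3) on log2(RPM + 1), with lmFit and eBayes with a mean-variance trend, over genes with at least 1 RPM in at least 3 of the libraries fitted. P-values were adjusted by the Benjamini-Hochberg method, two-sided, with a threshold of 0.05. Changes are differences on the log2(RPM + 1) scale, KO minus WT or injured minus uninjured, and understate the change of genes at low levels. The KO against WT comparisons were fitted on their own 6 libraries. The injury comparisons and the genotype by injury interaction were fitted on all 12, which joins both tables, since each library is scaled to its own total. Groupings, fitted samples, alternatives, the rule for the genes named and 6 gene lists were fixed before the data were examined. That plan provided edgeR for counts and limma for normalized values, and the values turned out to be RPM. The trend and filter of the limma fit were set after the unit was known and before any fit was seen. DESeq2 1.42.0 and edgeR 4.0.16 were run on the recovered reads as alternatives, the second added after the unit was known. Other alternatives were upper quartile scaling, other filters, a pseudocount of 0.1, a replicate block, each library left out in turn, and the authors' deposited q-values. All 12 libraries in 1 limma fit for KO against WT, TMM scaling, scaling to reads outside mitochondrial genes, edgeR with the replicate block, a fit without the trend, the pseudocount of 0.1 for the injury comparisons, and covariates for the mitochondrial share or the Malat1 level were chosen after seeing the data. In the KO against WT comparisons the block is the replicate number, which joins different animals. In the injury comparisons it is the animal.

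The genes named are Myf6, Myf5, Myod1, Myog and Pax7. With them are the 5 largest rises and 5 largest falls of each comparison among genes with a symbol, an adjusted p-value under 0.05, groups that do not overlap and a mean of at least 1 RPM, at most 8 members of each list past the threshold, and the 5 peaks with the highest fold enrichment. The reading of that threshold as adjusted over the list alone was chosen after the values were seen. Clk4, Malat1, Neat1, Hal and Exoc7 fall outside the rule and were chosen after their values were seen. Single values were compared by two-sided exact permutation tests, which for 3 against 3 libraries cannot give a p-value under 0.1.

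The fits were tested on simulated data with the means, spread and depths of the real libraries, in which 200 genes of at least 5 RPM were changed by known folds, 50 per fold. For the KO against WT comparison in uninjured muscle limma called 82% of the genes changed 4-fold and 12% of those changed 2-fold, among 12341 genes tested, with 8 false calls in 153. DESeq2 made 28 false calls in 181 on the same data, and edgeR 3 in 148, each among 14037 genes tested. For injured muscle limma made 15 false calls in 163 among 12612 genes tested, DESeq2 40 in 196 and edgeR 13 in 158, each among 14500. Noise was simulated as independent between genes, and correlated noise was not tested. Peaks were not joined to genes, and motifs under peaks were not counted, because no genome build is named and no genome sequence was used here. Other software was Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.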

Results

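RNA-seq was carried out on hind limb skeletal muscle of WT and Myf6 KO mice, uninjured or injured, with 3 libraries in each of 4 groups. Myf6, also called MRF4, is a transcription factor of the myogenic regulatory family, which includes Myf5, Myod1 and Myog. The series addresses whether Myf6 acts through myokines, the proteins that muscle secretes, to maintain the pool of muscle stem cells. A ChIP-seq peak list for Flag-tagged Myf6 in primary myotubes, from 1 library and 1 control, accompanied the RNA data.

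Recovered depth differed widely between libraries. The uninjured WT libraries held 31072965, 1880087 and 30357234 reads, and the uninjured KO libraries 26288245, 12704445 and 42772614. The injured WT libraries held 13329975, 26711470 and 26129022 reads, and the injured KO libraries 37360645, 18073800 and 49392472. In the smallest library, 3 reads correspond to 1.60 RPM, so values below that level in uninjured WT replicate 2 rest on 2 reads or fewer. Reads on mitochondrial genes made up 18.1% ± 4.23 (SD, n = 3) of the uninjured WT and 8.58% ± 6.06 (SD, n = 3) of the uninjured KO libraries, with overlapping ranges and an exact permutation p of 0.2. In injured muscle the shares were 11.9% ± 3.25 (SD, n = 3) in WT and 10.8% ± 10.7 (SD, n = 3) in KO, with an exact permutation p of 1. Injured KO replicate 2 had the highest share of all libraries, 23.2% (95% Wilson interval 23.1 to 23.2%). No pair of libraries had read counts as similar as repeated sequencing of 1 library would give: the lowest mean chi-square per gene of any pair was 13.7. Pearson's r between libraries, across 13337 genes that are not independent replicates, ranged from 0.887 to 0.995.

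**Figure D1:**
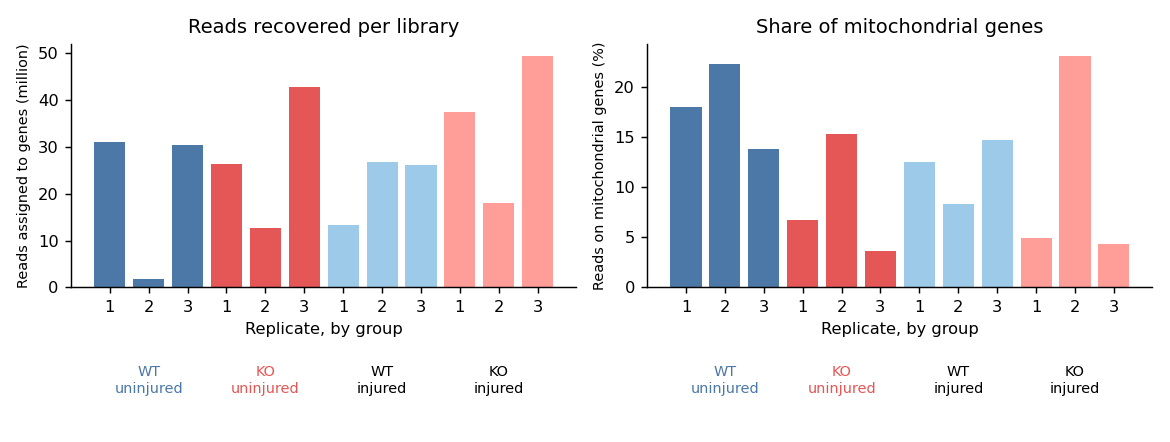
Reads recovered per library, on an axis in units of 1000000 reads (left), and the share of reads on mitochondrial genes in percent (right), with 1 bar per library and replicates 1 to 3 in each of 4 groups. Uninjured WT replicate 2 has 1880087 reads against 12704445 or more in the other libraries, and the mitochondrial share of injured KO replicate 2 is 23.2%.

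The targeted gene was examined first in every library. In uninjured muscle Myf6 (ENSMUSG00000035923.3) was at 46.25, 25 and 111.3 RPM in WT and at 1.86, 3.46 and 2.27 RPM in KO. The means were 60.9 ± 45.0 RPM (SD, n = 3) in WT and 2.53 ± 0.832 RPM (SD, n = 3) in KO, a log2 change of -3.90 (SE 0.51, limma adjusted p 0.0215). In injured muscle Myf6 was at 47.9, 121 and 72.5 RPM in WT and at 3.32, 2.88 and 3.02 RPM in KO. The log2 change there was -4.22 (SE 0.33, limma adjusted p 0.00697). All KO libraries were below all WT libraries, a separation that 10% of genes show by chance in each comparison of 3 against 3. With 3 against 3 libraries the exact permutation p was 0.1 in each comparison, the smallest that the design allows. Myf6 reads in KO libraries were above the floor of each library, so reads assigned to the gene remained. With the replicate number as a block the log2 change was the same, and the limma adjusted p was 0.000693 in uninjured and 0.110 in injured muscle. Over 21 alternatives in each comparison the adjusted p ranged from 1.72e-13 to 0.257 and from 1.54e-27 to 0.130, and was under 0.05 in 16 and 14 of them.

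**Figure D2:**
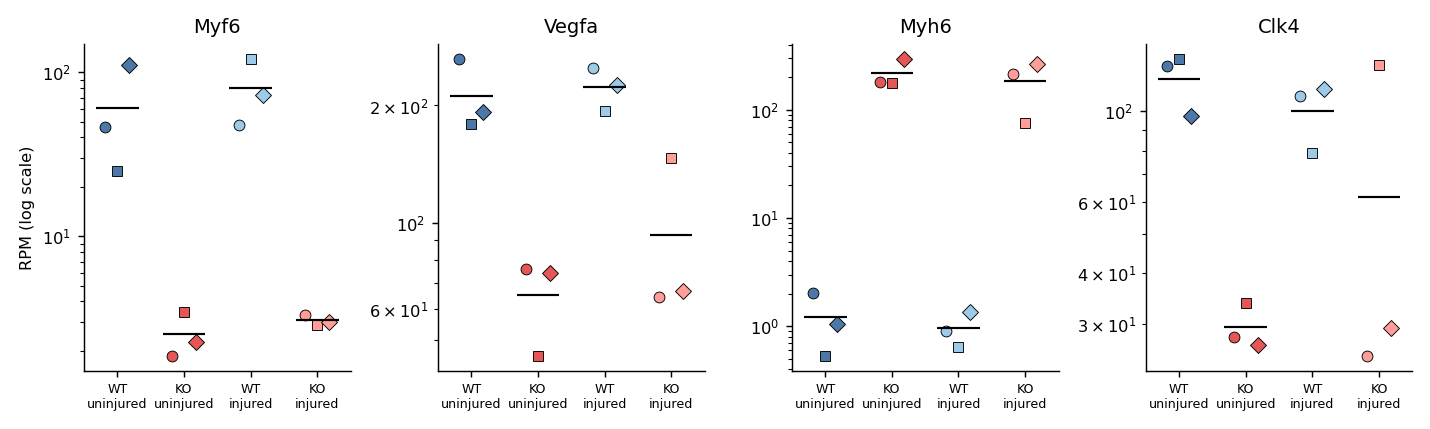
Level of Myf6, Vegfa, Myh6 and Clk4 in each library, in RPM on log axes, with circles, squares and diamonds for replicates 1, 2 and 3 and lines at the group means (n = 3). Myf6 lies at 1.86 to 3.46 RPM in the KO libraries and at 25 RPM or more in WT, while Clk4 in injured KO replicate 2 (130 RPM) lies above the injured WT libraries and the other injured KO libraries lie at 25.05 and 29.32 RPM.

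The comparison of KO with WT in uninjured muscle asked which genes depend on Myf6 at rest. Of 12460 genes tested, 35 passed an adjusted p of 0.05, 16 higher and 19 lower in KO. At an unadjusted p under 0.05 there were 1774 genes, and the median log2 change of all genes was -0.18. The count depended strongly on the fit. It reached 1577 (162 higher in KO) with the mitochondrial share as a covariate in a fit of all 12 libraries, and fell to 1 without a filter on low values. The authors' deposited table has 331 genes with a q-value under 0.05, of which 169 are higher in KO, and it shares 32 of the 35. Scaling changed the balance of directions: 99 of 156 calls (63.5%) were higher in KO with upper quartile scaling, which moved the median to 0.04, and 31 of 199 (15.6%) with scaling to reads outside mitochondrial genes, which moved it to -0.32. With TMM scaling 56 of 110 calls were higher in KO, with a median of -0.02. With the replicate number as a block, 752 genes passed, 181 of them higher in KO. The deviations of same-numbered libraries from their group means had a mean correlation of 0.226, and libraries with other numbers -0.113. Deviations cancel within a group, so the second value is largely set by the first and is no separate check. The numbers join different animals of the 2 genotypes.

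Among the genes named by rule in uninjured muscle, the largest rise was in Myh6 (ENSMUSG00000040752.15), from 1.204 ± 0.759 to 217 ± 68.1 RPM (SD, n = 3), a log2 change of 6.64 (SE 0.36, limma adjusted p 0.000206). Its adjusted p stayed between 9.78e-73 and 0.0198 over the 20 alternatives. Rps3a3, Gm15920, BC002163 and Gm11942 rose by 6.52, 5.87, 5.205 and 5.203 on the log2 scale, with adjusted p values of 0.00269, 0.00302, 0.00241 and 0.0341. Each was above all WT libraries in the 3 KO libraries. Rps3a3, Gm15920 and Gm11942 are listed as pseudogenes in the gene table of assembly GRCm38.p6, so their levels are uncertain where reads were shared with the parent gene, as is that of Myh6, a paralog of Myh7. The largest falls were in mt-Tc (log2 change -5.07), Myf6, mt-Tn (-3.36), Plet1os (-3.22) and Gm13490 (-2.74), with limma adjusted p values from 0.00269 to 0.0284. Of these, mt-Tc and mt-Tn are mitochondrial tRNA genes, and Plet1os and Gm13490 are listed as long non-coding RNAs. Over the alternatives Gm11942 and Plet1os passed in 13 of 20 each, with adjusted p values of up to 0.3226 and 0.3199. Gm13490 passed in 11 of 17, with up to 0.279, mt-Tc in 19 of 21, with up to 0.764, and mt-Tn in 14 of 17, with up to 0.740. Rps3a3, Gm15920 and BC002163 each failed in 1. Strand use in counting is not stated, so the levels of the non-coding RNAs are uncertain where genes overlap.

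Myokines, which the series title names, were examined as a list of 69 genes, 48 of them tested. Over all genes tested none passed an adjusted p of 0.05 in uninjured muscle, with 11 at an unadjusted p under 0.05. Adjusted over the list alone 2 passed, both with an adjusted p of 0.0118. Vegfa (ENSMUSG00000023951.17) fell from 212 ± 45.5 to 65.2 ± 17.1 RPM (SD, n = 3), a log2 change of -1.70 (SE 0.30), lower in 3 of 3 KO libraries. Over all genes its limma adjusted p was 0.0580, and it ranged from 7.74e-06 to 0.728 over 21 alternatives. Lep rose from 1.22 ± 0.364 to 9.93 ± 5.31 RPM (SD, n = 3), a log2 change of 2.21 (SE 0.42), with an adjusted p over all genes of 0.0690. Its adjusted p ranged from 3.85e-07 to 0.80 over 20 alternatives, and 8 of them passed. Its log2 change was lowest with the Malat1 covariate, at 0.53. Lep in uninjured WT replicate 2 was at the floor of that library, 1.60 RPM. With the replicate block 7 genes of the list passed. In the other lists fixed beforehand, Peg3 (log2 change -1.49) and Osmr (-1.40) passed within their lists, as did Myh7 (1.88), Tnni1 (1.34), Tnnt1 (1.18), Tnnc1 (1.08) and Actn3 (0.98) of the fibre type list. Over all genes tested their limma adjusted p values were 0.0694 to 0.211, so none passed. With the replicate block 6 of these 7 genes passed over all genes, with limma adjusted p values of 0.00488 to 0.0299, and Actn3 did not (0.0733). Vegfa and Lep passed there too (0.00205 and 0.00934). Over the alternatives the adjusted p of the 7 genes ranged from 2.875e-09 to 0.983. With the Malat1 level as a covariate the sign of Tnni1 and Tnnc1 reversed, to -0.39 and -0.34. Myf5, Myod1, Myog and Pax7 changed by 0.04, 0.43, 0.35 and -0.47 on the log2 scale, with limma adjusted p values of 0.631 to 0.988. Myf5 was at 0 reads in uninjured WT replicate 2, and its direction reversed in 7 of 17 alternatives.

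In injured muscle, the same comparison asked which genes depend on Myf6 after damage. Of 12625 genes tested, 34 passed an adjusted p of 0.05, 22 higher and 12 lower in KO, with 1303 at an unadjusted p under 0.05. Leaving out injured KO replicate 2 raised the count to 2343, and leaving out any other library lowered it to 0, with 651 to 882 at an unadjusted p under 0.05. With the replicate number as a block 0 genes passed, with 644 at an unadjusted p under 0.05. Same-numbered libraries deviated in opposite directions, with a mean correlation of -0.460. The value for other numbers, 0.204, is again largely set by it. The authors' deposited table has 225 genes with a q-value under 0.05, which include all 34. Myh6 rose from 0.959 ± 0.355 to 186 ± 99.5 RPM (SD, n = 3), a log2 change of 6.40 (SE 0.47, limma adjusted p 0.00697). Rps3a3, Gm15920, Gm11942 and BC002163 rose by 6.15, 5.83, 5.19 and 4.92 on the log2 scale. The largest falls were in Myf6, Plet1os (-3.74), Gm13490 (-2.75), Sec14l5 (-2.27) and 1190007I07Rik (-2.15). These genes had limma adjusted p values of 0.00697 to 0.0394 and separated all KO from all WT libraries, which is a property of the rule. Under the replicate block their adjusted p values were 0.107 to 0.304, within a range over all alternatives of 1.25e-42 to 0.700.

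Of the myokine list, 47 genes were tested in injured muscle and 0 passed within the list or over all genes, with 8 at an unadjusted p under 0.05. In uninjured muscle the list had a mean log2(RPM + 1) of 3.775 in KO and 3.865 in WT, with an exact permutation p of 0.7. In injured muscle the mean was 4.031 ± 0.039 (SD, n = 3) in KO and 3.782 ± 0.18 (SD, n = 3) in WT. The 3 injured KO libraries lay above all injured WT libraries, with an exact permutation p of 0.1, the smallest possible. Vegfa changed by -1.36 on the log2 scale (SE 0.33, limma adjusted p 0.259). It was at 64.5 and 66.8 RPM in injured KO replicates 1 and 3, and at 147 RPM in replicate 2. The injured WT libraries were at 249.1, 193.8 and 225.3 RPM, so Vegfa was lower in 3 of 3 KO libraries (exact permutation p 0.1, the smallest possible). Of the other lists, Myh7 (2.76) and Tnnt1 (2.39) passed within the fibre type list, each with a list-adjusted p of 0.0353, and neither passed over all genes (limma adjusted p 0.213 and 0.247). Myf5, Myod1, Myog and Pax7 changed by 0.46, 0.28, -0.69 and -0.40, with limma adjusted p values of 0.587 to 0.803.

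Between the KO comparisons, 15 genes were called in both, all in the same direction, 12 of them higher in KO. Across the 12214 genes tested in both, Pearson's r of the log2 changes was 0.714 and Spearman's rho 0.618. Genes are not independent replicates, and the same animals entered both comparisons. At an unadjusted p under 0.05 in each comparison, 505 genes changed in the same direction, 180 higher and 325 lower in KO, and 0 changed in opposite directions. Over 15 alternatives that number ranged from 218, with the Malat1 covariate, to 889, with the mitochondrial covariate.

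**Figure D3:**
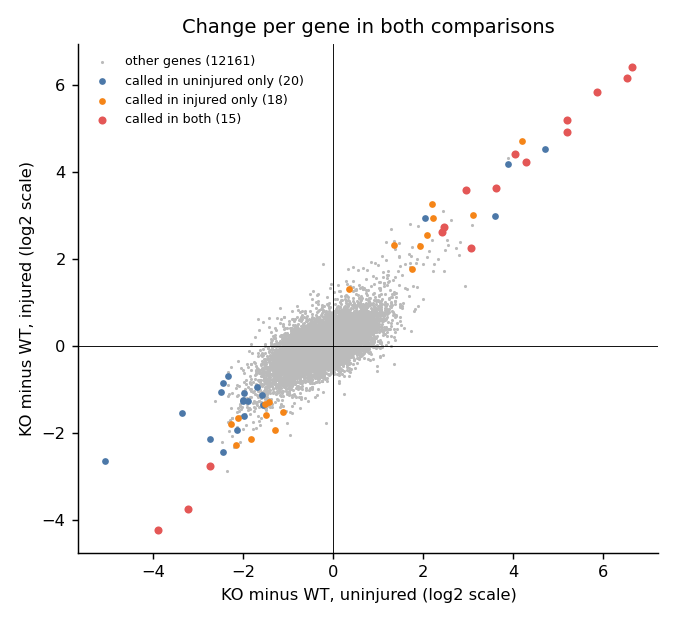
Change of each gene between KO and WT on the log2(RPM + 1) scale, in uninjured (horizontal) and injured muscle (vertical), with 1 point per gene tested in both comparisons. The 15 genes called in both lie in the upper right or lower left corner, 20 were called in uninjured muscle only, and 18 of the genes shown in injured muscle only.

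Injury was compared with its absence in each genotype to ask which genes respond to it, and the interaction asked whether that response differs. Of 13337 genes tested, 0 passed an adjusted p of 0.05 between injured and uninjured WT muscle, with 172 at an unadjusted p under 0.05. In KO muscle 0 passed, with 468 at an unadjusted p under 0.05. The latter count was 24 without uninjured KO replicate 2 and 2966 without uninjured KO replicate 3. With the animal as a block 0 passed in KO, with 889 at an unadjusted p under 0.05. The deviations of libraries from the same KO animal had a mean correlation of 0.391. The value between animals, -0.196, is largely set by it. The median log2 change in KO was 0.29, and -0.02 with upper quartile scaling. For the interaction 0 genes passed, with 208 at an unadjusted p under 0.05, and with the animal as a block 0 passed, with 280, so genes called in 1 KO comparison only are not shown to differ between uninjured and injured muscle. The list of regeneration genes had a mean log2(RPM + 1) of 3.48 ± 0.216 (SD, n = 3) in injured and 3.44 ± 0.446 (SD, n = 3) in uninjured WT muscle, with an exact permutation p of 0.9, and 7 of 18 genes had a higher estimate. In KO the mean was 3.66 ± 0.033 (SD, n = 3) in injured and 3.23 ± 0.539 (SD, n = 3) in uninjured muscle, with an exact permutation p of 0.4, and 16 of 18 genes had a higher estimate. The myokine list had 0 genes passing within the list in either genotype, and 0 at an unadjusted p under 0.05. Myf5, Myod1, Myog and Pax7 changed by -0.06, 0.50, 0.74 and 0.22 on the log2 scale in WT and by 0.37, 0.35, -0.30 and 0.29 in KO, with limma adjusted p values of 0.760 or more.

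The ChIP-seq comparison asked where Flag-Myf6 binds in myotubes. MACS2 kept 6820784 of 13180201 tags in the ChIP and 6581071 of 12310956 tags in the control library after removal of duplicates, and called 12898 peaks. With 1 library each there was no replicate check. The median peak length was 173 bp and the median fold enrichment 7.68, with a maximum of 49.6. A fold of at least 10 was reached by 3149 peaks (24.4%). The highest fold enrichments, in coordinates as the list gives them without a named build, were 49.6 on chromosome 11 from 59161504 to 59161782 and 42.3 on chromosome 11 from 59322843 to 59323405. They were followed by 42.2 on chromosome 4 from 50013248 to 50013557, 40.8 on chromosome 7 from 40422192 to 40422572, and 38.3 on chromosome 5 from 135513111 to 135513583. Peak density differed by chromosome. Between the first and last peak of each chromosome, chromosome 14 had 1.95 peaks per Mb (225 peaks) and X had 1.17 (192 peaks), against 4.39 to 7.33 on the other 18 autosomes. There were 10 peaks on the mitochondrial genome, 3 on unplaced sequence and 0 on Y.

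**Figure D4:**
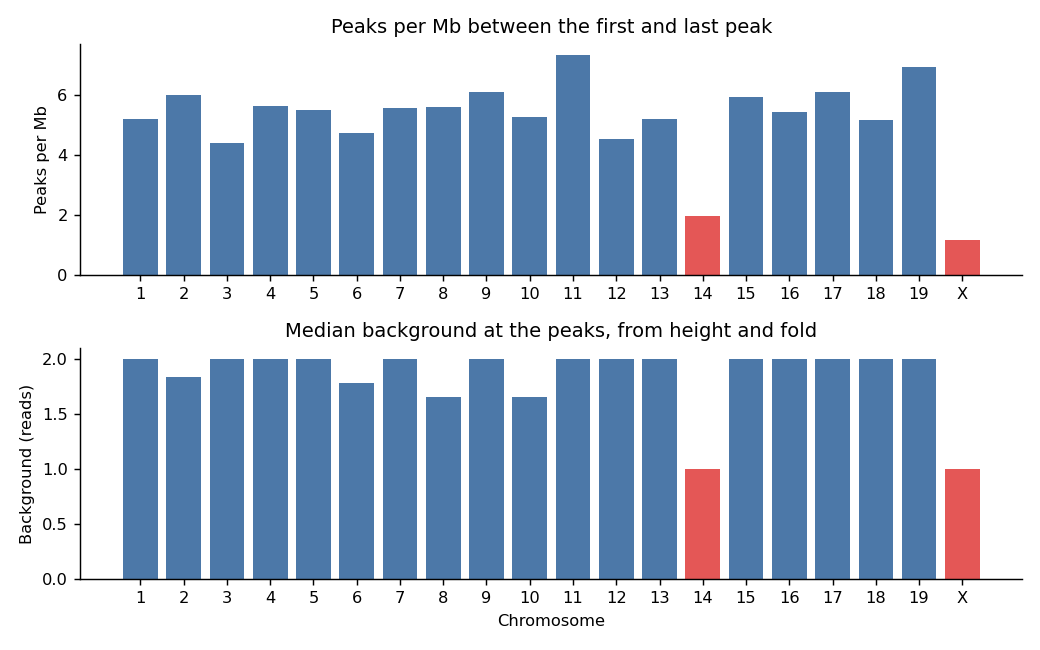
Peaks per Mb between the first and last peak of each chromosome (top) and the median background in reads at the peaks, computed from peak height and fold enrichment (bottom), with 1 bar per chromosome of the 1 ChIP library. Chromosomes 14 and X, in red, have 1.95 and 1.17 peaks per Mb and a median background of 1.0003, against 4.39 to 7.33 peaks per Mb and a background of 1.6507 to 1.9997 on the other autosomes.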

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

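Both tests here were chosen after the result was seen. Tnnt1, a gene of slow muscle fibres, rose with injury in the 3 KO animals (by 0.456, 0.005 and 0.145 on the log2 scale) and fell in the 3 WT animals (changes of -0.634, -2.092 and -0.295). It drew attention because every animal of 1 genotype moved one way and every animal of the other moved the opposite way. The difference between the mean injury changes was 1.21 on the log2 scale (SE 0.67), and the limma interaction test gave an unadjusted p of 0.0928 and an adjusted p of 0.9999, so the difference did not pass. The second KO animal barely changed. Such opposite movement was looked for in 32 genes and list means. With random signs it would be met in 1.0 of 32 items, and 1 was found, so chance is a sufficient explanation. The other explanation is that the tissue taken differed in its share of slow fibres. The other 6 slow-fibre genes examined all had a more positive injury change in KO than in WT, by 0.88 to 1.44 on the log2 scale, but these estimates were known when the test was set, so it cannot decide. The pattern cannot be told apart from chance or from the tissue taken.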

How the results depend on the processing

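The largest dependence on processing was in the number of genes called between KO and WT. In uninjured muscle, 35 genes in the fit reported became 657 with DESeq2, 60 with edgeR, 752 with the replicate block and 560 with edgeR and the block. The count was 156 with upper quartile scaling, 110 with TMM scaling and 199 with scaling to reads outside mitochondrial genes. It was 1 without a filter, 20 with a pseudocount of 0.1 and 7 with at least 1 RPM in every sample. With all 12 libraries in 1 fit it was 167, with the mitochondrial share as a covariate 1577, with the Malat1 level as a covariate 22. The authors' deposited table has 331 genes at a q-value under 0.05. The 6 fits that each left out one replicate gave 3 to 84 genes, with 875 to 2329 at an unadjusted p under 0.05. None of the 35 changed sign in a fit that still tested it, and 3 to 24 of them passed. In injured muscle, 34 genes became 437 with DESeq2, 0 with the replicate block (644 at an unadjusted p under 0.05) and 6 with edgeR and the block. The count was 19 without a filter, 4 with at least 1 RPM in every sample, 56 with all 12 libraries, 140 with the mitochondrial covariate and 225 in the authors' deposited table. The 6 fits that each left out one replicate gave 0 to 2343 genes, with 651 to 4540 at an unadjusted p under 0.05. None of the 34 genes changed sign where it was still tested, and 0 to 18 passed. Apart from the following, the cause was not tested in either comparison. Simulated data gave more false calls with DESeq2 (28 in 181 calls) than with limma (8 in 153) for uninjured muscle, and likewise for injured muscle (40 in 196 against 15 in 163). The 2343 genes in injured muscle came from the fit without injured KO replicate 2. That library lay near WT for part of the genes, and explanations for its position are examined below. An added condition of an absolute log2 change of at least 1 left 35 and 34 genes.

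Myf6 stayed lower in KO under every alternative run, with log2 changes of -4.39 to -3.34 in uninjured and -4.73 to -3.76 in injured muscle. In uninjured muscle it no longer passed without a filter (-3.90) or with the Malat1 covariate (-3.44). The fits that each left out one replicate gave -4.39 to -3.34, and in 3 of these 6 fits (without WT replicate 1, WT replicate 3 or KO replicate 1) it did not pass either, so it failed in 5 of 21 alternatives. In injured muscle it no longer passed with the replicate block (-4.22) or with edgeR and the block (-4.60). The fits that each left out one replicate gave -4.54 to -3.88, and in 5 of these 6 fits, all but the one without KO replicate 2, it did not pass either, so it failed in 7 of 21 alternatives. Myf6 was lower in each KO library, so what changed was the adjusted p and not the direction; the cause was not tested.

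Within the myokine list, 2 genes in uninjured muscle became 5 with DESeq2, 5 in the authors' deposited table, 7 with the replicate block, 9 with edgeR and the block, 4 with the mitochondrial covariate, 1 without a filter, 1 with at least 1 RPM in every sample and 0 with the Malat1 covariate. The fits that each left out one replicate gave 0 to 4. In injured muscle, 0 genes became 2 with DESeq2, 3 in the authors' deposited table and 1 with the mitochondrial covariate, and leaving out one replicate gave 0 to 9. For injury in WT and in KO the list had 0 genes under each of 17 alternatives. The cause was not tested.

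Injury in WT gave 0 genes under each of 17 alternatives, with 87 to 1116 at an unadjusted p under 0.05. With the animal as a block there were 0, with 319 at an unadjusted p under 0.05. The mean correlation of same-numbered WT libraries was 0.023, so the pairing carried little. Injury in KO gave 0 genes except in the fit without uninjured KO replicate 3, and the fits that each left out one replicate gave 0 to 1. Those fits had 24 to 2966 genes at an unadjusted p under 0.05, and the other alternatives 54 to 889. The interaction gave 0 genes under 22 alternatives, with 64 to 1054 at an unadjusted p under 0.05. An interaction fit on only 6 samples is not possible, since it needs all 4 groups. The number of peaks was 3149 at a fold of at least 10, 12869 at a q of at most 0.01 and 12885 on standard chromosomes, against 12898.

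Of 29 other results past the threshold, covering 569 alternatives, 410 kept their direction and side of the threshold, 157 were weaker and 2 reversed. The reversals were Tnnc1 (-0.34) and Tnni1 (-0.39) in uninjured muscle with the Malat1 covariate. Of 16 results not past the threshold, covering 298 alternatives, 281 were the same, 1 was stronger and 16 reversed. In uninjured KO against WT, Myf5 reversed with DESeq2 (-0.13), edgeR (-0.13), scaling outside mitochondrial genes (-0.02), the mitochondrial covariate (-0.90), the Malat1 covariate (-0.98), without WT replicate 2 (-0.55) and in the authors' deposited table (-0.13). Myod1 reversed with the mitochondrial covariate (-0.04), and Myog with the Malat1 covariate (-0.24). In injured muscle, Myf5 reversed with the Malat1 covariate (-0.56). For injury in WT, Myf5 reversed with a pseudocount of 0.1 (0.57), and without uninjured replicates 1 (0.38) and 3 (0.08) or injured replicate 3 (0.01). For injury in KO, Myod1 reversed with upper quartile scaling (-0.00), and Myog without injured replicate 2 (0.08). Over the fits that each left out one replicate, Myf5 ranged from -0.55 to 0.29 in uninjured KO against WT and from -0.64 to 0.38 for injury in WT, and Myog from -0.62 to 0.08 for injury in KO. The cause was not tested. Myf5 was at 0 to 3.69 RPM, and the floor of uninjured WT replicate 2 was 1.60 RPM.

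The tests of genes near peaks, with their distances, fold limit and matched backgrounds, and the E-box shares at summits were not run, because no genome build is named and no genome sequence was used here. The fit of all 12 libraries for KO against WT was planned on recovered reads and was not run in that form. It was run with limma, a form chosen after seeing the data.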

Other observations

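The splits of samples, the tests on injured KO replicate 2, on pseudogenes, on the regeneration list, on Myh6 and on chromosome 14, and the count of genes far apart between genotypes, were chosen after the results were seen, and the reading of the test on genes around Myf6 was made more cautious after its value was seen. For the number of genes called in uninjured muscle, only splits that separate as many same-numbered pairs as the real one were compared: 1 of the 4 such splits, the real one, gave as many, and the 6 others that separate fewer pairs gave 0 calls. In injured muscle 2 of the 4 gave as many, the second with 2085 genes, which exchanges the WT and KO libraries of replicate 2, and the 6 others gave 0. With 4 splits no share under 0.05 can be reached, so this test cannot decide whether the number of calls exceeds chance. Over all 10 splits, 1 gave as many calls as the real one in uninjured muscle, the real one itself, and 2 did in injured muscle. For the genes at an unadjusted p under 0.05, 2 of 4 splits gave as many for injury in WT and 2 of 4 for injury in KO. Among the 6 other splits, the WT counts were 171 to 476 and the KO counts 318 to 4606. In KO, the split that grouped uninjured replicates 1 and 2 with injured replicate 2 gave 2435 genes at an adjusted p under 0.05. The real KO split gave 0, and the most that any other WT split gave was 2. For the interaction 18 of 32 swaps of the injury label within animals gave as many, so its 208 genes do not exceed chance.

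Technical explanations were tested for the KO against WT calls. With the mitochondrial share as a covariate in a 12-library fit, 35 of 35 uninjured calls and 32 of 34 injured calls still passed in the same direction. That fit made 1577 uninjured and 140 injured calls, which eases the adjusted threshold, and mt-Tc and mt-Tn are part of the share. The share thus does not remove or reverse most of these calls, but a partial contribution is not excluded. With the Malat1 level, a measure of nuclear-retained RNA, 18 of 35 uninjured and 15 of 34 injured calls still passed, against 31 and 29 in a 12-library fit without a covariate. Malat1 was lower in uninjured KO than WT (92.8 ± 12.8 against 246 ± 36.0 RPM, SD, n = 3, exact permutation p 0.1, the smallest possible), and in injured muscle the groups overlapped (147 ± 122 against 336 ± 137 RPM, SD, n = 3, exact permutation p 0.3). The covariate overlaps with genotype, so a difference in nuclear RNA may account for part of the calls in both comparisons. Vegfa in uninjured muscle was -1.70 on the log2 scale in the 12-library fit (adjusted p 0.0273) and -1.20 with the covariate (limma adjusted p 0.728, in a range of 7.74e-06 to 0.728 over alternatives). The standard errors were 0.322 and 0.408. Since the covariate overlaps with genotype, these estimates cannot tell whether Malat1 accounts for the Vegfa change.

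Injured KO replicate 2 lay near WT for part of the genes. Its position was measured from the other injured KO libraries (0%) to WT (100%) on the log2 scale. Its Myf6 level was 2.88 RPM, at the KO level, which is against a mislabelled genotype. A wrong injury or animal label among KO samples cannot be tested this way, as Myf6 was at 1.86 to 3.46 RPM in every KO library. Myf6 lay at -2.5% while Clk4 lay at 121%, which is against a mixture with WT RNA. Malat1 lay at 92.8% and Neat1 at 160%, so a difference in nuclear-retained RNA remains a candidate explanation. Of 19 genes lower in uninjured KO, 13 lay past the midpoint towards WT in this library, against 1 of 16 genes higher in KO. Hal and Exoc7 stayed at the KO level (-23.2% and 5.9%). No biological explanation was tested, as the design holds no group that separates this library. The other injured KO libraries and uninjured KO replicate 3 were close to each other, with r of 0.9914 to 0.9953, against at most 0.9836 for any other pair. They had the most reads (37360645 to 49392472) and the lowest mitochondrial shares (3.63 to 4.95%) of all libraries. The split that parts them from the other KO libraries gave the 2435 genes above. Which of the KO libraries are the unusual ones thus cannot be told.

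The 505 genes with the same direction and an unadjusted p under 0.05 in both KO comparisons were examined for genetic background. Of the 100 tested genes nearest to Myf6 in gene order, 8 were among them, against 462 of 11693 others (odds ratio 2.11, Fisher exact p 0.0628), so carried-over flanking sequence can be neither shown nor excluded. They lay within 5 places of each other in gene order 121 times, against a median of 86 in 10000 random sets matched on expression (p 0.0001, the smallest they can give), so neighbouring genes changed together more often than chance. Pseudogenes were 23 of 167 (13.8%) of those higher in KO, 2 of 304 (0.66%) of those lower and 121 of 11323 (1.07%) of the other genes tested, an odds ratio of 14.8 for those higher in KO (Fisher exact p 6.92e-18). Of all genes listed, 11 had all 6 KO libraries above all 6 WT libraries by at least 2 on the log2 scale, and 8 of the 9 with a known type were pseudogenes. Below by as much there were 2 genes, and 0 were pseudogenes. A strain difference in gene copies, or in how their reads match the reference, is a candidate explanation for these rises, as the odds ratio of 14.8 suggests. It was not separated from an effect of Myf6, because genotype and animal origin coincide.

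Myh6 was 50.5% ± 17.8 (SD, n = 3) of Myh7 in uninjured KO and 0.999% ± 0.534 (SD, n = 3) in uninjured WT, and 38.8% ± 16.9 (SD, n = 3) against 1.43% ± 0.352 (SD, n = 3) in injured muscle. Reads shared with Myh7 alone would keep this share equal, so they do not account for the rise. For Lep, adipose tissue in the sample was tested with 12 marker genes: their mean was higher in uninjured KO by 0.903 and in injured KO by 1.347 on the log2 scale, with overlapping groups (exact permutation p 0.2 and 0.3). In uninjured muscle 11 of the 11 markers tested had a higher estimate in KO, and 3 passed within the list. In injured muscle 11 of 12 did, and 0 passed, with 2 at an unadjusted p under 0.05. Lep may come from adipose tissue, and the difference of 0.903 cannot settle it.

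No gene passed for injury in WT. Simulated data with 4-fold changes gave 84% of them called in the same fit. That simulation changed many genes at once, which eases the adjusted threshold, and its noise was independent between genes. Under these conditions low power does not account for the lack of calls if many genes changed that strongly. Power for a few changed genes was not tested, so low power remains open for them. Of simulated 2-fold changes 12% were called. Simulated power was lower for the other comparisons without calls. For injury in KO limma called 72% of 4-fold and 6% of 2-fold changes, and for the interaction 54% and 6%. The regeneration list differed by 0.031 between injured and uninjured WT, with 7 of 18 genes higher, and by 0.429 in KO, with 16 of 18 higher. The KO difference is not separated from a shift of all genes tested. Their median log2 change in KO was 0.29, and -0.02 with upper quartile scaling. In WT the changes of its genes ranged from -0.547 to 0.75, with 0 at an unadjusted p under 0.05 in limma, so no large rise of the list was seen. The groups overlapped in both genotypes, so a smaller rise, or a phase that the list does not cover, cannot be told. No time after injury is stated.

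Chromosome 14 had 225 peaks at a density of 1.95 per Mb. The median background at its peaks was 1.0003, below the 1.6507 to 1.9997 of the other autosomes and equal to that of X. At peaks of at least 10-fold it was 0.826 on chromosome 14, against 1.02 to 1.27 on the other autosomes and 1.0 on X, so the likeness to X did not hold at this limit. Peaks filled 95.8% of its 5 Mb bins between the first and the last peak, so no long stretch was missing between them. A stretch missing at either end would not show in this test, and the first peak of chromosome 14, at 7853774, lay later than on the other autosomes and X (3159851 to 5854577). A lower copy number of chromosome 14 in the cultured cells is a candidate explanation that the background of 1.0003 cannot decide. The background was computed at called peaks only and moves in steps, with medians of 1.9993 to 1.9997 on most other autosomes. A step down to 1.0003 thus does not measure a copy number. No explanation by Myf6 binding was tested.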
